A study of Homo sapiens with 43 samples. Its data were reported in "VGLL1 contributes to both the transcriptome and epigenome of the developing trophoblast compartment" (2025).

How the data were processed

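RNA-seq counts of 43 libraries of H9 hESCs were used: 25 of the iVGLL1a clones VPR1, VPR2 and VPR5 and 18 of the lines Scramble, sh6 and shEO3. According to the labels, total RNA was isolated with a mirVana kit and ribosomal RNA was removed with Ribo-Zero Plus before library preparation. The iVGLL1a cells received 2 µg/mL doxycycline with or without 2 µM IWP2, or DMSO, for 4 days, and the shRNA lines 10 ng/mL BMP4 with 2 µM IWP2 for 4 days.

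For the arm with IWP2 the labels are not uniform: a sample field gives doxycycline as 2 µg/mL and the treatment text as 2 µM, so the dose of that arm is uncertain, and a difference in dose between DOX and DOX_IWP2 is not excluded.

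The authors deposited counts of reads per gene, made per the submitters' processing notes with STAR 2.7.9a against GRCh38.p14 and featureCounts of Subread 2.0.6. The authors also deposited a signal table that holds the same counts divided by 1 DESeq2 size factor per library (DESeq2 1.46.0 and R 4.4.0 in their notes). Over all genes the signal values were within 0.005% of 1 factor per library, between 0.732 and 1.28, so only the counts were tested. Genes without at least 3 samples of at least 10 reads were removed by the authors before deposit; 508 genes of the table lie below that limit when counted over the 43 libraries. A pair of low-quality samples that the authors removed was not analysed here. Strand setting of the counting is not given in the sources used here, so values of genes that overlap on opposite strands or have near-identical copies are uncertain, CGA, HSD3B1 and the HOX clusters with their antisense transcripts among those named.

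The count table held 21096 entries, of which 1 repeat of an Ensembl ID was left out, leaving 21095 genes, and 0 columns could not be mapped to a sample. Symbols were taken from the table itself. Of 2568 entries without a symbol 269 were named from a gene name table, in which 21054 IDs had an entry. Coordinates come from the GENCODE 44 annotation of GRCh38. Total counts ran from 10133585 to 15724093 per library, so that the floor of 3 counts stood between 0.191 and 0.296 CPM in single libraries. Where an arm had 0 counts a fold is given as a bound against 3 counts over the whole arm. Where it had 1 to 3, the ratio is given with its counting interval.

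Libraries were grouped by their labels. The groups of one clone or line and treatment had 2 or 3 libraries, and the 41 pairs of libraries within groups differed by a chi-square of 1.66 to 14.3 per gene, with 0 identical pairs. The labels do not say that replicates came from separate cultures, so p-values measure the spread between libraries, which may be technical.

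Differential expression was tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with TMM factors, filterByExpr by arm at a minimum count of 10, a robust quasi-likelihood fit and its F test, and Benjamini-Hochberg adjustment within each comparison at 0.05. The iVGLL1a libraries were fitted with arm means and an additive clone term (17797 genes, 20 residual degrees of freedom), and the shRNA libraries with 4 arms, sh6 and shEO3 pooled (18908 genes, 14 residual degrees of freedom). The comparisons were DOX against DMSO, DOX_IWP2 against DMSO, DOX_IWP2 against DOX, shVGLL1 against Scramble at day 4 and at day 0, day 4 against day 0 in Scramble and in shVGLL1, and the difference between both time courses. Effects by clone came from a model with a group per clone and arm. The biological coefficient of variation was 0.117 in iVGLL1a and 0.137 in the shRNA lines. Levels are CPM with TMM factors, except those of VGLL1 by clone or line, which are counts over total counts, and log2 CPM values used a prior count of 2. Overlaps were compared with independent lists by Fisher's exact test. Comparisons that share the Scramble libraries were set beside 10 simulations of unchanged groups, without differences between lines at day 4.

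The steps were checked on simulated counts with 200 changed genes. For DOX against DMSO (17349 genes) 73.8%, 92.3% and 97% of genes changed 1.5-, 2- and 4-fold were recovered, with 7 false calls. For shVGLL1 against Scramble at day 4 (18512 genes) the shares were 40%, 62.7% and 86.4%, also with 7 false calls.

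The 25 gene lists cover pluripotency, naive pluripotency, TEtra factors, TE and trophoblast progenitor, STB, EVT, amnion, mesoderm, endoderm, neural ectoderm, neural crest, HOX genes, WNT ligands and receptors, canonical WNT targets, HIPPO targets, HIPPO pathway, chromatin modifiers, TGF-beta and BMP, MAPK feedback, p53 targets, ATF4 targets, mitochondrially encoded genes, proliferation, epithelial junctions and keratins, and mesenchyme. Lists with at least 3 tested members were tested with camera (limma) at a preset correlation of 0.01, adjusted within each comparison. Counts of list members use the adjustment over all genes, and over the list alone where stated. Beside a call that camera lost when the correlation within the list was estimated, that p is given as "with an estimated correlation".

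The lists, designs, tests, alternatives and the rule for named genes were fixed before the data were examined. The rule allows VGLL1; the 5 largest rises and 5 largest falls of a comparison among genes past the test with a mean log2 CPM of at least 1 in the higher arm and the same direction in every clone; up to 4 members of each list with the smallest p; and genes the study named. The genes printed were picked among these with their values in view.

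As alternatives, the counts of the 8 comparisons and their named genes were computed, where each applies, with DESeq2 size factors in edgeR, without the filter, with DESeq2 1.42.0, with the replicate letter as a block, without the clone term, without each clone, with the arms compared alone, with a group per line and day, with libraries summed per clone or line and arm, with the study's minimum log2 changes of 0.5 (iVGLL1a) and 1 (shRNA), and without each library. Lists were also tested with an estimated correlation, fry, the block and the sums. The overlap was computed with DESeq2, without the filter, with the study's minimum changes and with genes lower in each shVGLL1 line alone. The counts by clone and between shVGLL1 lines were computed with DESeq2 size factors in edgeR, without the filter and without each library, alternatives added after the data were seen. The figures were drawn with Python 3.11.15 and matplotlib 3.10.9.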

Results

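The series holds RNA-seq counts from 43 libraries of H9, an established human embryonic stem cell (hESC) line, made to follow VGLL1, a co-factor of the TEAD transcription factors that is found in trophoblast. The first experiment used iVGLL1a cells, in which doxycycline (DOX), an antibiotic that switches on the transgene, induces a catalytically dead Cas9 fused to the VPR activator, and guide RNAs direct it to VGLL1 (CRISPR activation). Clones VPR1, VPR2 and VPR5 were kept for 4 days in vehicle (DMSO, 8 libraries), 2 µg/mL DOX (9 libraries) or DOX with 2 µM IWP2 (DOX_IWP2, 8 libraries). The labels also give doxycycline in the last arm as 2 µM, so its dose there is uncertain. IWP2 blocks the secretion of WNT ligands. Each clone had 3 libraries per arm, except VPR2 with 2 in DMSO and 2 in DOX_IWP2. The second experiment used lines that carry a short hairpin RNA (shRNA), which lowers a transcript by RNA interference. The control line (Scramble) and the VGLL1 knockdown lines sh6 and shEO3 were each sampled with 3 libraries at day 0 and 3 at day 4 of treatment with 10 ng/mL BMP4, a growth factor that turns hESCs towards trophectoderm (TE), and 2 µM IWP2. Total counts per library ranged from 10133585 to 15724093, with a median of 12719267. MALAT1, a nuclear RNA, took 0.152% ± 0.0465 of the counts in DMSO, 0.847% ± 0.319 in DOX and 1.35% ± 0.428 in DOX_IWP2 (mean ± SD, n = 8, 9 and 8). In the shRNA lines its share was 0.247% ± 0.0057 in Scramble and 0.218% ± 0.0277 in shVGLL1 at day 0, and 1.02% ± 0.0923 and 0.768% ± 0.125 at day 4 (n = 3, 6, 3 and 6).

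VGLL1 (ENSG00000102243, protein coding, GRCh38 chromosome X, 136532215 to 136556807, plus strand) was read first in every group. No count was found in the 8 DMSO libraries. With DOX its level was 48.9 ± 1.53 CPM (counts scaled to a common library size) in VPR1, 1.68 ± 0.3 in VPR2 and 6.16 ± 0.455 in VPR5 (mean ± SD, n = 3 each). These levels were at least 691.3-fold, 13.0-fold and 88.4-fold above the floor of 3 counts over the DMSO libraries of the same clone. With DOX_IWP2 it was 40.7 ± 2.01, 3.15 ± 0.131 (n = 2) and 6.78 ± 0.492 CPM, at least 576.9-fold, 24.4-fold and 98.1-fold. By counts summed over the libraries of a group, VPR1 thus carried 29.1 times the VGLL1 transcript of VPR2 and 7.99 times that of VPR5. In the shRNA lines at day 0, 1 count was found in a single Scramble library and 0 in the other 8. At day 4 VGLL1 stood at 112.3 ± 4.76 CPM in Scramble, 6.88 ± 2.31 in sh6 and 11.7 ± 2.09 in shEO3, which left 6.03% and 10.6% of the Scramble level by summed counts. The DOX level of VPR1 was 43.6% of that of Scramble at day 4, also by summed counts. Floors of single libraries lay between 0.191 and 0.296 CPM, and floors and intervals throughout cover counting error only.

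**Figure D1:**
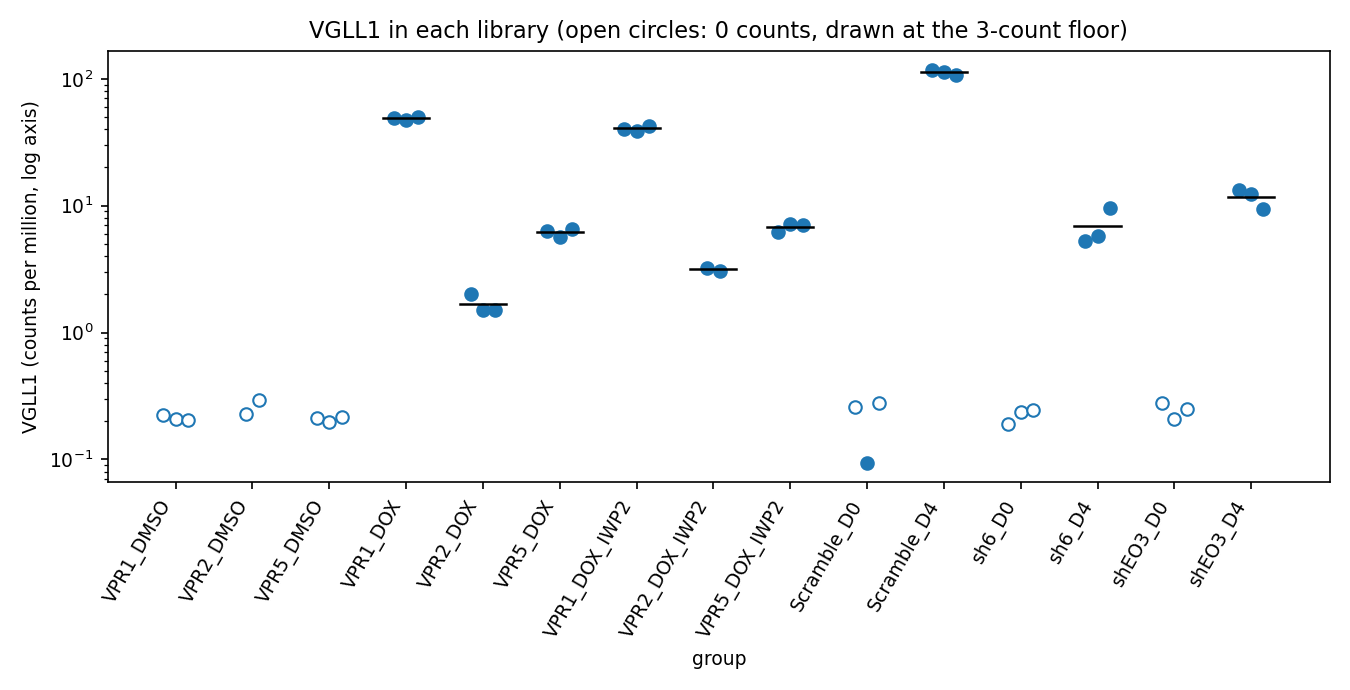
VGLL1 in CPM (log axis) in each of the 43 libraries, by group; the line is the group mean, and open circles are libraries with 0 counts, drawn at their floor of 3 counts. VGLL1 reached 48.9 CPM in VPR1 with DOX and 112.3 CPM in Scramble at day 4, against 6.88 in sh6 and 11.7 in shEO3.

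The first comparison asked what changed in the control line over 4 days with BMP4 and IWP2 (Scramble, day 4 against day 0, 3 libraries each, log2 fold changes given ± standard error). No shRNA library was kept for 4 days without BMP4 and IWP2, so their effect cannot be told apart from that of time in culture. Regulators of TE rose and the pluripotency factors fell. GATA3 (ENSG00000107485, chromosome 10, 8045378 to 8075198, plus strand) rose by 12.03 ± 0.24 (edgeR adjusted p = 1.76e-18), GATA2 by 9.12 ± 0.21 (edgeR adjusted p = 3.47e-17) and TFAP2A by 11.73 ± 0.38 (edgeR adjusted p = 1.34e-14). TFAP2C rose by 2.02 ± 0.12 (edgeR adjusted p = 1.08e-11). These are the TEtra factors, which open the TE program. POU5F1 (OCT4; ENSG00000204531, chromosome 6, 31164337 to 31180731, minus strand) fell by 5.29 ± 0.34 (edgeR adjusted p = 5.09e-10), SOX2 by 6.62 ± 0.34 (edgeR adjusted p = 1.75e-11). NANOG changed by −9.60 ± 0.41 (edgeR adjusted p = 1.14e-12). The mesoderm and amnion regulator HAND1 had 2 counts at day 0 and rose 17320-fold (counting interval 4795 to 143000). The nuclear receptor NR2F2, also from 2 counts, rose 8853-fold (2450 to 73110), and VGLL1, from 1 count, rose 4758-fold (853.5 to 188000). HSD3B1 (ENSG00000203857, chromosome 1, 119507198 to 119515054, plus strand), a steroidogenic enzyme of the syncytiotrophoblast (STB), went from 0 counts to a level at least 2558-fold above the floor. CGA, the alpha subunit of chorionic gonadotropin, rose 18030-fold from 1 count (3235 to 712100). GCM1, a regulator of trophoblast fusion, rose 2817-fold from 3 counts (963.6 to 13660). TP63, a marker of cytotrophoblast, rose 527.4-fold from 3 counts (180.1 to 2561). The epidermal growth factor receptor EGFR (ENSG00000146648, chromosome 7, 55019017 to 55211628, plus strand) rose by 3.87 ± 0.33 (edgeR adjusted p = 1.97e-08) and the aminopeptidase ENPEP by 7.66 ± 0.39 (edgeR adjusted p = 1.44e-11). By edgeR, 6343 of 18908 genes rose and 6995 fell, of which 3421 and 4502 moved by more than 1 on the log2 scale. With the libraries of each line and day summed, which leaves 2 residual degrees of freedom, edgeR called 3677 and 3899 genes.

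Grouped by list, trophoblast, amnion, epithelial and mesenchymal genes rose in Scramble and pluripotency genes fell. Of 23 TE and trophoblast progenitor genes 21 rose and 1 fell, with the same counts adjusted over the list alone (camera adjusted p = 9.06e-11). Since the study named members of it, this list is not independent evidence. The 16 amnion genes held 14 that rose, also adjusted over the list alone (camera adjusted p = 1.45e-07). Among these amnion genes ISL1 rose by 7.66 ± 0.42 (edgeR adjusted p = 4.15e-12). The homeobox gene MSX2, a member of the TE and trophoblast progenitor list, rose by 10.11 ± 0.23 (edgeR adjusted p = 1.01e-17). All 4 TEtra factors rose, a list the study named and so not independent evidence (camera adjusted p = 0.000308, adjusted p = 0.0726 with an estimated correlation). Of 14 STB genes 13 rose, among them ERVW-1, the fusogen syncytin (9.25 ± 0.55, edgeR adjusted p = 7.65e-11). The median change of the list was 9.35, or 7.42 with genes at 0 placed at their bound (camera adjusted p = 1.19e-07, adjusted p = 0.138 with an estimated correlation). Extravillous trophoblast (EVT) genes rose in 11 of 12 cases (camera adjusted p = 2.01e-05). Junction and keratin genes of epithelia rose in 17 of 20, with 3 lower (camera adjusted p = 9.03e-07), KRT8 by 3.56 ± 0.11 (edgeR adjusted p = 1.17e-15). Targets of HIPPO signaling rose in 20 of 21 cases and fell in 1 (camera adjusted p = 1.19e-07, adjusted p = 0.138 with an estimated correlation). Among them, the angiomotin AMOTL2 rose by 3.42 ± 0.13 (edgeR adjusted p = 1.28e-14). Pluripotency genes, again not independent evidence, fell in 22 of 25 cases and rose in 1, 23 and 1 adjusted over the list alone (camera adjusted p = 1.41e-09, adjusted p = 0.0731 with an estimated correlation). Targets of ATF4, the regulator of amino acid stress, fell in 13 of 20 cases and rose in 4 (camera adjusted p = 0.000245, adjusted p = 0.187 with an estimated correlation). Mesenchymal genes rose in 12 of 16 cases and fell in 2, 13 and 2 adjusted over the list alone, with a median of 1.92 (camera adjusted p = 0.000245, adjusted p = 0.0731 with an estimated correlation). HOX genes, not independent evidence, rose in 6 of 7, with a median of 5.83, or 4.52 with genes at 0 at their bound (camera adjusted p = 0.0155, adjusted p = 0.237 with an estimated correlation). HIPPO pathway members rose in 11 of 17 and fell in 1 (camera adjusted p = 0.00587, adjusted p = 0.185 with an estimated correlation), and mitochondrially encoded genes rose in 8 of 13 (camera adjusted p = 0.0193, adjusted p = 0.64 with an estimated correlation). MAPK feedback genes fell in 10 of 16 and rose in 2 (camera adjusted p = 0.00255, adjusted p = 0.187 with an estimated correlation). Among them was the FGF-responsive factor ETV1 at −6.51 ± 0.13 (edgeR adjusted p = 1.76e-18). The calls for the TE, EVT, amnion and epithelial lists also held when the correlation within each list was estimated (adjusted p = 0.0376, 0.0376, 0.0036 and 0.0376).

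The second comparison asked what loss of VGLL1 changed in cells treated for 4 days (6 shVGLL1 libraries against 3 Scramble). Pluripotency factors stayed higher and many, though not all, trophoblast genes were lower in shVGLL1 cells, with VGLL1 itself at −3.70 ± 0.24 (edgeR adjusted p = 9.93e-08). POU5F1 stood at 145.0 CPM against 18.7 in Scramble, a change of 2.96 ± 0.30 (edgeR adjusted p = 7.18e-07). NANOG was higher by 3.34 ± 0.60 (edgeR adjusted p = 0.000268) and SOX2 by 2.99 ± 0.33 (edgeR adjusted p = 1.51e-06). GATA3 reached 311.9 CPM against 731.7 (−1.23 ± 0.10, edgeR adjusted p = 8.37e-09), GATA2 changed by −1.73 ± 0.11 (edgeR adjusted p = 4.96e-10) and TFAP2C by −0.86 ± 0.10 (edgeR adjusted p = 7.52e-07). TFAP2A, at 0.36 ± 0.16, did not pass (edgeR adjusted p = 0.0879). HSD3B1 stood at 5.83 against 210.1 CPM (−5.18 ± 0.15, edgeR adjusted p = 7.43e-14). The largest falls among the genes lower in both lines included those of PRR9 (−6.25 ± 0.27, edgeR adjusted p = 1.97e-11), the B cell linker BLNK (−6.10 ± 0.41, edgeR adjusted p = 1.68e-09) and the homeodomain protein HOPX (−5.94 ± 0.32, edgeR adjusted p = 5.1e-10). The receptor EGFR stood at 242.2 against 445.2 CPM (−0.88 ± 0.25, edgeR adjusted p = 0.00971), and ENPEP at −0.95 ± 0.21 (edgeR adjusted p = 0.00167). NR2F2 was at −1.78 ± 0.30 (edgeR adjusted p = 0.000192), the chemokine receptor CCR7 at −3.92 ± 0.28 (edgeR adjusted p = 6.45e-09) and GCM1 at −3.50 ± 0.31 (edgeR adjusted p = 1.95e-07). CDX2 (ENSG00000165556, chromosome 13, 27960918 to 27969315, minus strand), an early TE regulator, was higher in shVGLL1 (2.91 ± 0.33, edgeR adjusted p = 6.32e-07). TP63, at −0.39 ± 0.19, did not pass (edgeR adjusted p = 0.115). TP63 passed without sh6_D4 replicate C (−0.54, edgeR adjusted p = 0.0123) or without line sh6 (−0.35, edgeR adjusted p = 0.0028). TFAP2A passed without sh6_D0 replicate A (edgeR adjusted p = 0.0161), shEO3_D0 replicate B (0.0333), line sh6 (8.46e-08) or line shEO3 (0.0246), with the day 4 libraries alone (0.00199), with each line and day as its own group (0.00135) and with DESeq2 (0.000133).

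By edgeR, 3378 of 18908 genes were higher and 3445 lower in shVGLL1 at day 4, of which 1072 and 1269 by more than 1 on the log2 scale. Of 14 STB genes 13 fell, with a median of −4.08 (camera adjusted p = 2.68e-13, adjusted p = 0.0873 with an estimated correlation). They included ERVW-1 (−5.24 ± 0.29, edgeR adjusted p = 3.2e-10) and the aromatase CYP19A1 (−5.35 ± 0.44, edgeR adjusted p = 9.92e-08). EVT genes fell in 10 of 12 cases and rose in 1 (camera adjusted p = 0.000637, adjusted p = 0.0873 with an estimated correlation), including HTRA4, a placental serine protease (−3.05 ± 0.25, edgeR adjusted p = 8.06e-09). Of 23 TE and trophoblast progenitor genes 12 fell and 3 rose, 14 and 3 adjusted over the list alone (camera adjusted p = 0.00538, adjusted p = 0.4926 with an estimated correlation). Of the TEtra factors 3 of 4 fell, with 1 higher adjusted over the list alone (camera adjusted p = 0.0304, adjusted p = 0.322 with an estimated correlation). The study named members of both these lists and of the pluripotency list, so none of them is independent evidence. Of 25 pluripotency genes 20 were higher, 21 adjusted over the list alone (camera adjusted p = 7.71e-11, adjusted p = 0.0911 with an estimated correlation). The RNA-binding protein LIN28A was at 1.78 ± 0.13 (edgeR adjusted p = 2.07e-09). FOXD3, a factor of the pluripotent epiblast and of neural crest, had 30 counts in shVGLL1 and 0 in Scramble, at least 4.79-fold higher. Naive pluripotency genes moved the other way, 4 of 7 lower (camera adjusted p = 0.00192, adjusted p = 0.0716 with an estimated correlation), and the list was lower at day 0 as well (camera adjusted p = 0.0353, adjusted p = 0.161 with an estimated correlation). The surface protein SUSD2 was at −2.52 ± 0.14 (edgeR adjusted p = 4.04e-11). KLF4, which had risen in Scramble by 3.73 ± 0.23 (edgeR adjusted p = 3.48e-11), was at −2.04 ± 0.17 (edgeR adjusted p = 1.46e-08).

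Neural crest genes were higher in 10 of 13 cases and lower in 1 in shVGLL1 at day 4 (camera adjusted p = 0.00128, adjusted p = 0.15 with an estimated correlation). Neural ectoderm genes were higher in 6 of 11, a list written after some members had been seen in the study and so not independent evidence (camera adjusted p = 0.00259, adjusted p = 0.15 with an estimated correlation). They were led by OTX2, a factor of epiblast and forebrain (4.47 ± 0.52, edgeR adjusted p = 1.18e-06). Proliferation genes were higher in 15 of 22 cases and lower in 1 (camera adjusted p = 0.000637, adjusted p = 0.4927 with an estimated correlation), such as the helicase subunit MCM7 at 0.60 ± 0.07 (edgeR adjusted p = 1.78e-06). MAPK feedback genes were higher in 9 of 16, with 4 lower (camera adjusted p = 0.0304, adjusted p = 0.4927 with an estimated correlation). Of 16 amnion genes 7 were higher and 5 lower, with a median of −0.29 and a mean of 0.46 (camera adjusted p = 0.429), and ISL1 was higher by 1.60 ± 0.18 (edgeR adjusted p = 9.84e-07). The WNT ligand and receptor list had 12 of 38 genes higher and 8 lower, 14 and 9 adjusted over the list alone (camera adjusted p = 0.72). Those lower included the ligands WNT7B at −3.00 ± 0.26 (edgeR adjusted p = 1.48e-08) and WNT11 at −2.53 ± 0.29 (edgeR adjusted p = 6.38e-07). Those higher included LRP4 at 0.82 (edgeR adjusted p = 0.00101). Canonical WNT targets had 4 of 18 higher and 7 lower (camera adjusted p = 0.725). Chromatin modifiers had 8 of 35 higher and 12 lower, 9 and 13 adjusted over the list alone (camera adjusted p = 0.467). The study named members of these WNT and chromatin lists, so their counts are not independent evidence. The 5-methylcytosine oxidase TET2 changed by −0.83 ± 0.10 (edgeR adjusted p = 2.49e-06), and the histone demethylases KDM1A by −0.72 ± 0.06 (edgeR adjusted p = 2.23e-08) and KDM6B (ENSG00000132510, chromosome 17, 7834217 to 7854796, plus strand) by −0.48 ± 0.12 (edgeR adjusted p = 0.00316). The other lists did not pass camera. Mesoderm genes, not independent evidence, had 2 of 14 higher and 3 lower (camera adjusted p = 0.846). Their median was 0.18, or −0.03 with genes at 0 at their bound, and the test pointed down. Endoderm had 1 of 11 higher and 1 lower (camera adjusted p = 0.682) and HOX genes 0 of 7 past the test (camera adjusted p = 0.64). HIPPO targets had 4 of 21 higher and 7 lower (camera adjusted p = 0.459) and HIPPO pathway members 2 of 17 higher and 7 lower, 3 and 7 adjusted over the list alone (camera adjusted p = 0.429). TGF-beta and BMP genes had 7 of 20 higher and 4 lower (camera adjusted p = 0.085). Targets of p53 had 1 of 15 higher and 3 lower (camera adjusted p = 0.429) and those of ATF4 8 of 20 higher and 7 lower (camera adjusted p = 0.64). Of 13 mitochondrially encoded genes 1 was lower (camera adjusted p = 0.254). Epithelial genes had 4 of 20 higher and 9 lower (camera adjusted p = 0.207) and mesenchymal genes 5 of 16 higher and 5 lower (camera adjusted p = 0.613). With libraries summed per line and day, edgeR called 265 genes higher and 486 lower in shVGLL1 at day 4. Of the genes named for this comparison, the calls of TFAP2C, EGFR, ENPEP, NR2F2, ISL1, KDM1A, KDM1B, TET2, KDM6B, ARID5B, WNT5A, WNT7B and MCM7 ended.

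The knockdown lines were then set beside each other, since each was compared with the same 3 Scramble libraries. Against Scramble at day 4, 4785 genes rose and 4690 fell in sh6, and 3432 rose and 3792 fell in shEO3 by edgeR. They shared 2611 genes that rose and 3021 that fell, with 177 opposed. Independent lists of these sizes would share 868.5 and 940.6. Unchanged groups simulated against the same controls shared 0 in each of 10 simulations. These simulations held no difference between lines at day 4 and gave at most 2 calls per line and direction. Their 0 shared genes were thus all but set in advance, and they cannot part knockdown from line. Across genes, which are not independent, the fold changes of both lines correlated at r = 0.773 against 0.51 simulated, with a covariance of 0.831 against 0.0908. The 3 control libraries were not split into separate controls, so part of the excess may come from the shared controls. VGLL1 was at −4.19 in sh6 and −3.33 in shEO3, POU5F1 at 3.32 and 2.48, GATA3 at −1.28 and −1.18, and CDX2 at 3.02 and 2.79 on the log2 scale. EGFR was at −1.50 in sh6 (edgeR adjusted p = 5.29e-07) and −0.45 in shEO3 (edgeR adjusted p = 0.0165), and KDM6B at −0.61 (edgeR adjusted p = 0.00243) and −0.36, where it did not pass (edgeR adjusted p = 0.0588). Between the lines themselves, 5575 genes differed at day 4 and 5739 at day 0.

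Next, the change from day 0 to day 4 was measured within shVGLL1 cells (6 libraries each day) and tested against that of Scramble. The shVGLL1 cells also turned on TE regulators and lowered pluripotency factors, the latter by less than Scramble. GATA3 rose by 11.26 ± 0.18 (edgeR adjusted p = 1.12e-20) and GATA2 by 8.63 ± 0.16 (edgeR adjusted p = 2.52e-19). NANOG fell by 5.37 ± 0.21 (edgeR adjusted p = 1.36e-13), SOX2 by 4.01 ± 0.19 (edgeR adjusted p = 3.4e-12) and POU5F1 by 2.04 ± 0.20 (edgeR adjusted p = 9.24e-08). HAND1, with 1 count at day 0, rose 116100-fold (counting interval 20830 to 4585000), CDX2, also from 1 count, rose 756.6-fold (135.3 to 29930) and VGLL1 rose at least 284.6-fold. In all, 7146 genes rose and 7495 fell by edgeR (3084 and 4443 beyond 1 on the log2 scale). The 16 amnion genes all rose (camera adjusted p = 5.41e-09, and adjusted p = 0.00113 with an estimated correlation). STB genes rose in 13 of 14 cases with 1 lower and a median of 4.62, or 3.73 with genes at 0 at their bound (camera adjusted p = 0.000658, adjusted p = 0.311 with an estimated correlation). TE and trophoblast progenitor genes, not independent evidence, rose in 21 of 23 with 2 lower (camera adjusted p = 4.34e-09, adjusted p = 0.0733 with an estimated correlation). EVT, TEtra, HOX, HIPPO target, HIPPO pathway, TGF-beta and BMP, mitochondrially encoded, epithelial and mesenchymal lists also passed camera upwards, and pluripotency, MAPK feedback and ATF4 lists downwards. With an estimated correlation their adjusted p lay between 0.0733 and 0.469.

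The test of the difference between both time courses passed for 2732 genes that changed more positively in shVGLL1 and 2785 that changed more negatively (edgeR). The fall of POU5F1 differed by 3.26 ± 0.37 (edgeR adjusted p = 6.39e-06), that of NANOG by 4.23 ± 0.61 (edgeR adjusted p = 5.91e-05) and that of SOX2 by 2.62 ± 0.39 (edgeR adjusted p = 8.34e-05). The rise of ENPEP differed by −2.66 ± 0.49 (edgeR adjusted p = 0.000574). The difference did not pass for GATA3 (−0.77 ± 0.72, edgeR adjusted p = 0.485), GATA2 (−0.49 ± 0.32, edgeR adjusted p = 0.275), TFAP2C (−0.20 ± 0.15, edgeR adjusted p = 0.344), CDX2 (3.69 ± 2.09, edgeR adjusted p = 0.2) or EGFR (−0.74 ± 0.37, edgeR adjusted p = 0.151). KDM6B (−0.07 ± 0.17, edgeR adjusted p = 0.797) and ARID5B (0.07 ± 0.26, edgeR adjusted p = 0.883) did not pass either. Nor did VGLL1 itself (−1.81 ± 5.23, edgeR adjusted p = 0.839) or NR2F2 (−0.82 ± 5.81, edgeR adjusted p = 0.943). This test has little power for genes with almost no counts at day 0, so not passing does not show an equal rise. Pluripotency genes moved upwards in 18 of 25 cases, 21 with 1 opposed adjusted over the list alone and not independent evidence (camera adjusted p = 3.58e-08, adjusted p = 0.191 with an estimated correlation). STB genes moved downwards in 5 of 14 with a median of −4.16 (camera adjusted p = 1.69e-12, adjusted p = 0.158 with an estimated correlation). The TE and trophoblast progenitor, EVT, HIPPO target and epithelial lists also passed camera downwards, and the endoderm, neural crest, TGF-beta and BMP, MAPK feedback and proliferation lists upwards. With an estimated correlation their adjusted p lay between 0.158 and 0.517. Of 3421 genes that rose in Scramble by more than 1 on the log2 scale, 1713 were lower in shVGLL1 at day 4 (independent lists would give 623.3, simulated unchanged groups 0). Of the same 3421, 1287 passed the test of the difference in the opposed direction (37.6%, against a mean of 433.6 and a highest of 460 in simulations) and 3013 (88.1%) still rose. Of 4502 that fell, 1372 were higher at day 4 (804.3 and 0), 1107 passed the opposed difference (24.6%, against 305.2 and 321) and 4113 (91.4%) still fell. The simulated groups held no difference between lines at day 4, so the excess over them does not part knockdown from line. With libraries summed, edgeR called 6 and 16 genes for the difference, and the calls of POU5F1, NANOG, SOX2 and ENPEP ended. EGFR passed the difference without line shEO3 (−1.45, edgeR adjusted p = 0.00138) and with each line and day as its own group (−0.83, edgeR adjusted p = 0.00238). TFAP2C passed without line sh6 (−0.39, edgeR adjusted p = 0.000176) and turned to 0.0061 without shEO3.

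Before treatment, the comparison at day 0 (6 shVGLL1 against 3 Scramble libraries) asked how far the lines already differed. NODAL, the endoderm genes CER1 and FOXA2 and the mesoderm regulator EOMES were among the genes lower in shVGLL1. NODAL, a ligand of the TGF-beta family, was at −3.78 ± 0.20 (edgeR adjusted p = 2.96e-10), its antagonist CER1 at −5.35 ± 0.43 (edgeR adjusted p = 5.42e-08) and the transcription factor EBF2 at −5.92 ± 0.43 (edgeR adjusted p = 2.02e-08). EOMES was at −3.66 ± 0.61 (edgeR adjusted p = 0.000237) and the WNT target SP5 at −3.93 ± 0.41 (edgeR adjusted p = 3.37e-06). FOXA2, an endoderm factor with 3 counts in shVGLL1, was 58.7-fold lower (counting interval 19.3 to 291.0). OTX2 was higher by 2.30 ± 0.20 (edgeR adjusted p = 2.42e-07) and the keratinocyte factor BNC1 by 4.41 ± 0.66 (edgeR adjusted p = 0.000196). NANOG was at −0.89 ± 0.18 (edgeR adjusted p = 0.00198), while POU5F1 (−0.30 ± 0.24, edgeR adjusted p = 0.39) and SOX2 (0.38 ± 0.21, edgeR adjusted p = 0.2) did not pass. They passed without line sh6 (edgeR adjusted p = 4.47e-05 and 1.15e-05) and with the day 0 libraries alone (0.000447 and 0.000194). In all, 2439 genes were higher and 2073 lower (501 and 479 beyond 1 on the log2 scale). Endoderm genes were lower in 5 of 11 cases and higher in 2 (camera adjusted p = 0.0172, adjusted p = 0.117 with an estimated correlation). Mesoderm genes, not independent evidence, were lower in 5 of 14 (camera adjusted p = 0.0172, adjusted p = 0.161 with an estimated correlation). HIPPO targets were higher in 11 of 21 and lower in 2 (camera adjusted p = 0.0189, adjusted p = 0.675 with an estimated correlation). The LATS-binding protein AJUBA was at 1.55 ± 0.17 (edgeR adjusted p = 4.12e-06). Naive pluripotency genes were already lower in 2 of 7 cases (camera adjusted p = 0.0353, adjusted p = 0.161 with an estimated correlation), mitochondrially encoded genes in 4 of 13, 6 adjusted over the list alone (camera adjusted p = 0.0189, adjusted p = 0.817 with an estimated correlation). ATF4 targets were higher in 6 of 20 (camera adjusted p = 0.0261, adjusted p = 0.632 with an estimated correlation). TGF-beta and BMP genes were lower in 10 of 20 and higher in 3, 11 and 5 adjusted over the list alone (camera adjusted p = 0.0345, adjusted p = 0.632 with an estimated correlation). Of the genes called at day 4, 19.6% of those higher (662 genes, 435.7 from independent lists) and 15.99% of those lower (551 genes, 377.7) were called the same way at day 0. With libraries summed, edgeR called 0 genes in either direction at day 0 (798 higher and 764 lower at an unadjusted p under 0.05), against 2901 and 2166 by DESeq2 per library. Without Scramble_D0 replicate A the edgeR counts were 1466 higher and 1358 lower, without replicate B 1603 higher, and without replicate C 1374 higher and 1306 lower.

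In iVGLL1a cells the first question was what induction of VGLL1 changed without added BMP4 (DOX, 9 libraries, against DMSO, 8). Pluripotency factors fell, and the TEtra factors GATA2 and GATA3 and the receptor EGFR rose. Most genes of the mesenchymal, HOX and canonical WNT target lists rose with them, though these list calls were lost with an estimated correlation. POU5F1 fell by 1.49 ± 0.15 (edgeR adjusted p = 4.33e-09), NANOG by 1.97 ± 0.14 (edgeR adjusted p = 7.78e-12), SOX2 by 1.58 ± 0.18 (edgeR adjusted p = 4.49e-08) and MYC by 1.00 ± 0.07 (edgeR adjusted p = 5.79e-13). GATA3 rose by 3.20 ± 0.30 (edgeR adjusted p = 9.12e-10), GATA2 by 2.36 ± 0.25 (edgeR adjusted p = 4.99e-09), EGFR by 2.00 ± 0.10 (edgeR adjusted p = 9.58e-15) and ENPEP by 1.68 ± 0.13 (edgeR adjusted p = 5.48e-12). NR2F2 rose by 5.53 ± 0.35 (edgeR adjusted p = 1.71e-13), whereas TFAP2C fell by 1.37 ± 0.08 (edgeR adjusted p = 1.15e-14). HOXB9 (ENSG00000170689, chromosome 17, 48621156 to 48626358, minus strand), a posterior patterning gene with 3 counts in DMSO, rose 432-fold (counting interval 147.5 to 2097). The kidney and neural factor PAX2 rose by 7.45 ± 0.24 (edgeR adjusted p = 3.28e-19). KDR, a receptor of vascular endothelial growth factor, fell by 3.23 ± 0.09 (edgeR adjusted p = 2.41e-20). TET2 rose by 2.32 ± 0.11 (edgeR adjusted p = 2.36e-15) and KDM1B by 0.75 ± 0.08 (edgeR adjusted p = 4.28e-09). KDM6B rose by 0.71 ± 0.24 (edgeR adjusted p = 0.0101), in 2 of the 3 clones, from 49.9 CPM in VPR5, 104.2 in VPR2 and 156.3 in VPR1, and it did not pass without clone VPR5 (0.18, edgeR adjusted p = 0.0649) or with libraries summed per clone and arm (edgeR adjusted p = 0.149). TFAP2A, TP63, ASCL2, GCM1, CDX2 and WNT10A did not pass the filter in iVGLL1a cells and were not tested. They had at most 25, 17, 7, 3, 100 and 17 counts in a library.

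By edgeR, 6341 of 17797 genes rose and 6553 fell with DOX, of which 3772 and 4024 by more than 0.5 on the log2 scale. All 25 pluripotency genes fell, with a median of −1.51 (camera adjusted p = 9.57e-09, adjusted p = 0.25 with an estimated correlation), a list not independent of the study. All 19 ATF4 targets fell, with a median of −1.91 (camera adjusted p = 9.57e-09, adjusted p = 0.229 with an estimated correlation). Among them were the folate enzyme MTHFD2 at −1.63 ± 0.09 (edgeR adjusted p = 9.12e-15) and the glutathione-degrading enzyme CHAC1 at −3.58 ± 0.19 (edgeR adjusted p = 7.99e-14). Mesenchymal genes rose in 14 of 16 cases (camera adjusted p = 2.19e-06, adjusted p = 0.195 with an estimated correlation). They included the intermediate filament VIM at 3.02 ± 0.10 (edgeR adjusted p = 8.11e-19) and the repressor ZEB1 at 4.11 ± 0.16 (edgeR adjusted p = 1.5e-17). Epithelial genes fell in 15 of 18 and rose in 1 (camera adjusted p = 0.000194, adjusted p = 0.25 with an estimated correlation). The claudin CLDN7 was at −2.33 ± 0.13 (edgeR adjusted p = 1.19e-13). HOX genes rose in 14 of 16 cases with a median of 5.69, or 5.11 with genes at 0 at their bound (camera adjusted p = 7.87e-07, adjusted p = 0.114 with an estimated correlation). Neural ectoderm genes rose in 11 of 16 with 4 lower (camera adjusted p = 0.00545, adjusted p = 0.229 with an estimated correlation). Members of both lists had been seen in the study before the lists were written, so neither is independent evidence. WNT ligands and receptors rose in 22 of 37 cases and fell in 7, 24 and 7 adjusted over the list alone (camera adjusted p = 0.0265, adjusted p = 0.229 with an estimated correlation). Canonical WNT targets rose in 13 of 20 with 3 lower (camera adjusted p = 0.0127, adjusted p = 0.407 with an estimated correlation). They were led by the transcription factor LEF1 (5.19 ± 0.26, edgeR adjusted p = 1.44e-14) and the secreted WNT antagonist NOTUM (3.82 ± 0.22, edgeR adjusted p = 2.59e-14). Mesoderm genes rose in 12 of 16 with 2 lower (camera adjusted p = 0.044, adjusted p = 0.49 with an estimated correlation), EOMES by 1.91 ± 0.30 (edgeR adjusted p = 4.72e-06). The study named members of the WNT and mesoderm lists, so these counts are not independent evidence.

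HIPPO targets rose in 13 of 21 cases and fell in 4 with DOX (camera adjusted p = 0.044, adjusted p = 0.41 with an estimated correlation). Proliferation genes fell in 16 of 22 and rose in 1 (camera adjusted p = 0.0146, adjusted p = 0.619 with an estimated correlation). The trophoblast lists did not pass camera as lists. Of 20 TE and trophoblast progenitor genes 10 rose and 6 fell (camera adjusted p = 0.149), and of 3 tested TEtra factors 2 rose and 1 fell (camera adjusted p = 0.629), both not independent evidence. Of 4 STB genes 3 rose and 1 fell (camera adjusted p = 0.246). Of 10 EVT genes 5 rose and 2 fell, 5 and 1 adjusted over the list alone (camera adjusted p = 0.212). Of 15 amnion genes 8 rose and 4 fell (camera adjusted p = 0.157). Nor did the remaining lists pass. Naive pluripotency had 4 of 5 lower (camera adjusted p = 0.151) and endoderm 7 of 12 lower (camera adjusted p = 0.469). Neural crest had 5 of 10 higher and 4 lower (camera adjusted p = 0.55) and HIPPO pathway members 11 of 17 higher and 4 lower (camera adjusted p = 0.157). Chromatin modifiers, named in part by the study and not independent evidence, had 20 of 34 higher and 11 lower, 21 and 11 adjusted over the list alone (camera adjusted p = 0.148). TGF-beta and BMP genes had 7 of 19 higher and 6 lower (camera adjusted p = 0.664) and MAPK feedback genes 6 of 16 higher and 8 lower (camera adjusted p = 0.55). Targets of p53 had 4 of 15 higher and 10 lower (camera adjusted p = 0.104), and of the mitochondrially encoded genes 5 of 13 were lower (camera adjusted p = 0.216).

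**Figure D2:**
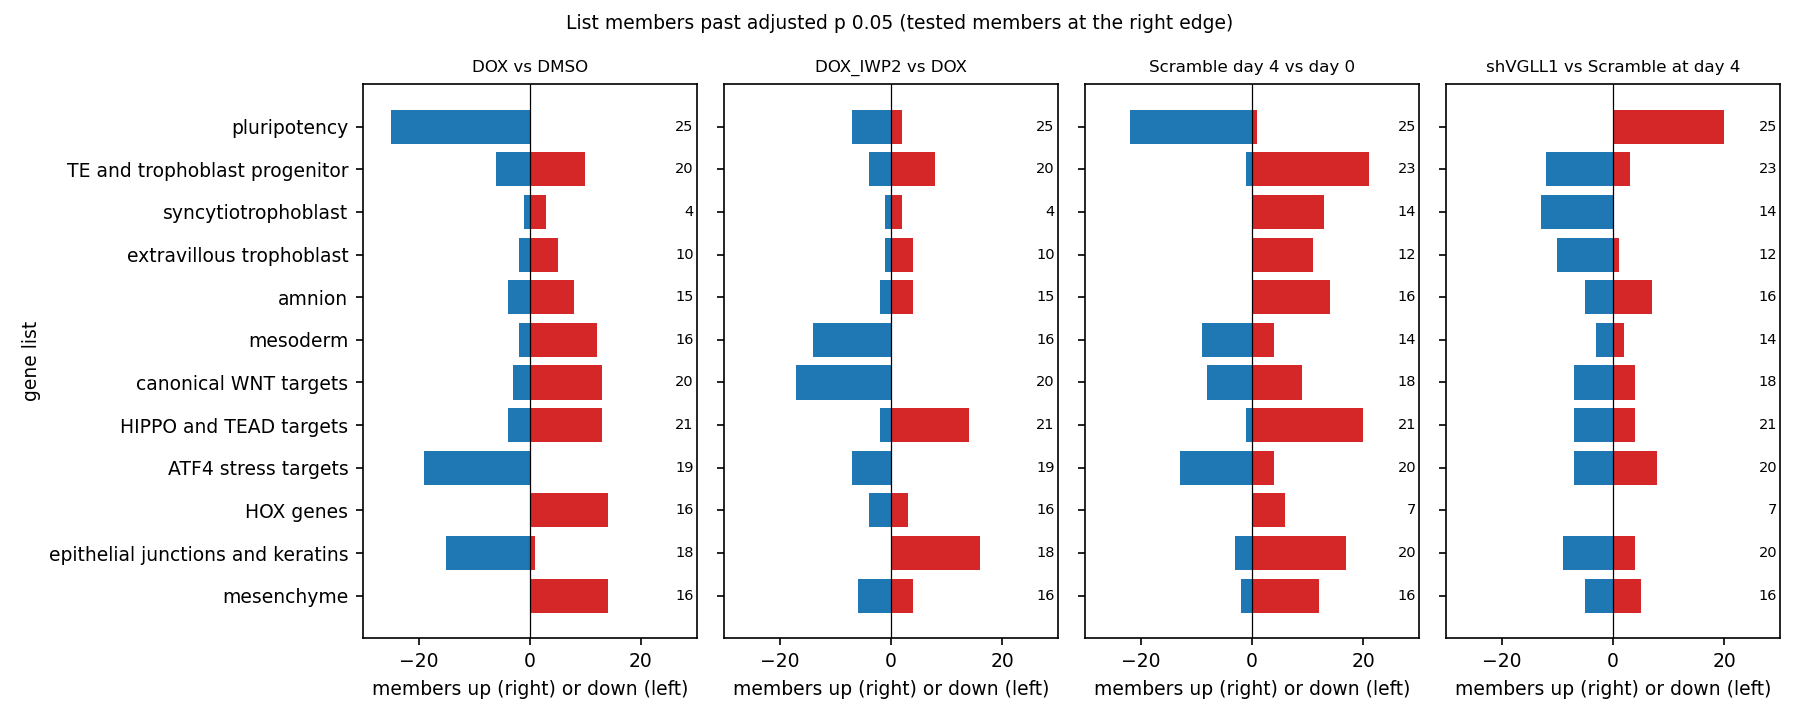
Members of 12 gene lists past an adjusted p of 0.05 in 4 comparisons, as counts of genes higher (red, right of 0) and lower (blue, left of 0); the number of tested members stands at the right edge. All 25 pluripotency genes were lower with DOX, while 20 of 25 were higher in shVGLL1 than in Scramble at day 4.

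The next comparison set DOX_IWP2 against DMSO (8 libraries each). It changes doxycycline and IWP2 at once, and no iVGLL1a library had IWP2 without doxycycline. It thus cannot part induction of VGLL1 from the block of WNT secretion. Pluripotency factors again fell and GATA2, GATA3, EGFR and NR2F2 rose, while the mesoderm regulator EOMES fell below its level in DMSO. Markers of other tissues, the neural ectoderm, HOX and mesenchyme lists, rose as well. NANOG fell by 2.82 ± 0.15 (edgeR adjusted p = 2.82e-14), POU5F1 by 1.90 ± 0.16 (edgeR adjusted p = 1.42e-10) and TFAP2C by 1.91 ± 0.08 (edgeR adjusted p = 2.43e-17). GATA3 rose by 3.99 ± 0.29 (edgeR adjusted p = 1.04e-11), GATA2 by 3.39 ± 0.24 (edgeR adjusted p = 1.03e-12). EGFR rose by 2.80 ± 0.11 (edgeR adjusted p = 1.18e-17) and NR2F2 by 6.88 ± 0.32 (edgeR adjusted p = 1.56e-16). EOMES fell by 6.16 ± 0.54 (edgeR adjusted p = 3.41e-10). Its level went from 58.4 to 0.376 CPM in VPR1, from 106.6 to 0.926 in VPR2 and from 0.933 to 0.471 in VPR5. SP5 (ENSG00000204335, chromosome 2, 170715337 to 170718078, plus strand) had no count and was at least 1630-fold lower. LEF1 stayed above DMSO at 3.15 ± 0.29 (edgeR adjusted p = 5.83e-10), TET2 at 2.48 ± 0.12 (edgeR adjusted p = 4.14e-16) and KDM6B at 0.87 ± 0.24 (edgeR adjusted p = 0.00256). By edgeR, 6371 of 17797 genes rose and 7167 fell (4145 and 4807 beyond 0.5 on the log2 scale). Pluripotency genes fell in 25 of 25 cases, not independent evidence (camera adjusted p = 2.61e-08, adjusted p = 0.293 with an estimated correlation). ATF4 targets fell in 19 of 19 (camera adjusted p = 3.01e-08, adjusted p = 0.291 with an estimated correlation) and proliferation genes in 21 of 22 (camera adjusted p = 0.000197, adjusted p = 0.497 with an estimated correlation). Neural ectoderm genes rose in 12 of 16 cases and fell in 3, with a median of 2.42 (camera adjusted p = 0.000665, adjusted p = 0.212 with an estimated correlation). HOX genes rose in 13 of 16 and fell in 1, with a median of 5.27, or 4.81 with genes at 0 at their bound (camera adjusted p = 3.52e-05, adjusted p = 0.212 with an estimated correlation), both not independent evidence. Mesenchymal genes rose in 13 of 16 and fell in 1, with a median of 1.40 (camera adjusted p = 0.000107, adjusted p = 0.291 with an estimated correlation). HIPPO targets rose in 15 of 21 cases with 1 lower (camera adjusted p = 0.000341, adjusted p = 0.291 with an estimated correlation). The 13 mitochondrially encoded genes all fell (camera adjusted p = 0.0106, adjusted p = 0.497 with an estimated correlation), in libraries in which MALAT1 took 1.35% of the counts against 0.152% in DMSO. TE and trophoblast progenitor genes rose in 11 of 20 cases and fell in 6, with a median of 0.49 (camera adjusted p = 0.0638), and mesoderm genes fell in 11 of 16 and rose in 3 (camera adjusted p = 0.0818), both not independent evidence. KDM6B did not pass without clone VPR5 (0.17, edgeR adjusted p = 0.0879) or with libraries summed (edgeR adjusted p = 0.0859).

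In induced cells with IWP2 (DOX_IWP2 against DOX) WNT targets and mesoderm genes were lower. As the doxycycline dose of DOX_IWP2 is uncertain, IWP2 cannot be parted here from a difference in dose. VGLL1 itself differed by 0.07 ± 0.12 over the clones (edgeR adjusted p = 0.725). Its level went from 48.9 to 40.7 CPM in VPR1, from 1.68 to 3.15 in VPR2 and from 6.16 to 6.78 in VPR5. SP5 was at least 3171-fold lower, the mesoderm regulators TBXT (−8.74 ± 0.64, edgeR adjusted p = 4.06e-10) and EOMES (−8.07 ± 0.51, edgeR adjusted p = 3.36e-11) fell. AXIN2, a feedback inhibitor of WNT, fell by 2.39 ± 0.10 (edgeR adjusted p = 1.12e-15), NOTUM by 4.78 ± 0.25 (edgeR adjusted p = 5.78e-14) and LEF1 by 2.04 ± 0.20 (edgeR adjusted p = 3.18e-08). GATA2 rose further by 1.03 ± 0.18 (edgeR adjusted p = 9.86e-05), EGFR by 0.81 ± 0.09 (edgeR adjusted p = 4.79e-07) and NR2F2 by 1.35 ± 0.17 (edgeR adjusted p = 1.04e-06). GATA3 rose by 0.79 ± 0.22 (edgeR adjusted p = 0.00932), and NANOG fell by a further 0.86 ± 0.15 (edgeR adjusted p = 0.000112). The matricellular HIPPO targets CCN1 (1.19 ± 0.07, edgeR adjusted p = 9.02e-13) and CCN2 (1.09 ± 0.10, edgeR adjusted p = 1.88e-08) rose. POU5F1 did not pass at −0.40 ± 0.15 (edgeR adjusted p = 0.0513), nor did SOX2 at 0.06 ± 0.18 (edgeR adjusted p = 0.841). By edgeR, 2404 genes rose and 2167 fell (673 and 852 beyond 0.5 on the log2 scale). Canonical WNT targets fell in 17 of 20 cases, 18 adjusted over the list alone, with a median of −2.01 (camera adjusted p = 1.31e-21, and adjusted p = 0.00209 with an estimated correlation). Mesoderm genes fell in 14 of 16 with a median of −3.54 (camera adjusted p = 1.73e-14, and adjusted p = 0.0242 with an estimated correlation). Neither list is independent evidence. Epithelial genes rose in 16 of 18 cases (camera adjusted p = 8.33e-13, and adjusted p = 0.0242 with an estimated correlation). The claudin CLDN4 was at 1.06 ± 0.11 (edgeR adjusted p = 1.72e-08). HIPPO targets rose in 14 of 21 cases and fell in 2, 15 and 2 adjusted over the list alone (camera adjusted p = 1.2e-06, adjusted p = 0.124 with an estimated correlation). TE and trophoblast progenitor genes, not independent evidence, rose in 8 of 20 with 4 lower, 11 and 5 adjusted over the list alone (camera adjusted p = 0.0353, adjusted p = 0.326 with an estimated correlation). EVT, neural ectoderm and HIPPO pathway lists also passed camera upwards, and pluripotency, ATF4, mitochondrially encoded and proliferation lists downwards. With an estimated correlation their adjusted p lay between 0.257 and 0.596.

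Several results of DOX_IWP2 against DOX rested on a clone or on the test. POU5F1 passed without VPR1_DMSO replicate C (edgeR adjusted p = 0.0484), VPR1_DOX_IWP2 replicate A (0.0396) or C (0.0356), VPR2_DOX_IWP2 replicate B (0.0384) or C (0.0316), without clone VPR1 (0.0463) or VPR2 (0.0301), and by DESeq2 (0.028). It turned to 0.0034 without clone VPR5. SOX2 turned to −0.016 without VPR1_DOX_IWP2 replicate C, to −0.0092 without VPR2_DOX_IWP2 replicate C, to −0.30 without clone VPR1 and to −0.072 without clone VPR2, and without clone VPR5 it passed at 0.52 (edgeR adjusted p = 0.000958). The rise of GATA3 did not pass by DESeq2 (adjusted p = 0.0584), without VPR1 (edgeR adjusted p = 0.135) or without VPR2 (edgeR adjusted p = 0.0567), and NANOG did not pass without the clone term (edgeR adjusted p = 0.0841). With libraries summed, edgeR called 71 genes higher and 208 lower, ending the calls of GATA2, GATA3 and NANOG, and without clone VPR1 it called 1510 and 1401.

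The 3 clones were then compared, since each had its own VGLL1 level. The DOX effect differed between clones in 9047 of 17797 genes (50.8%) and that of DOX_IWP2 in 10730 (60.3%) by the edgeR interaction test. Within clones, DOX changed 12257 genes in VPR1, 10714 in VPR2 and 12871 in VPR5. POU5F1 was at −1.45 in VPR1, −1.53 in VPR2 and −1.46 in VPR5, and NANOG at −2.32, −1.78 and −1.71 on the log2 scale. GATA3, at 2.12, 2.23 and 0.241 CPM in DMSO and 10.6, 13.9 and 14.9 in DOX, was higher by 2.31, 2.62 and 5.90, EGFR by 1.58, 1.96 and 2.44 and TET2 by 1.90, 2.37 and 2.72. Across genes, which are not independent, the DOX effects of VPR1 and VPR2 correlated at r = 0.855 (Spearman 0.802), those of VPR1 and VPR5 at 0.777 (0.701) and those of VPR2 and VPR5 at 0.844 (0.822). Over the 7795 genes past the test and 0.5 on the log2 scale in the joint comparison, VGLL1 aside, the median effect in VPR2 was 0.938 times that in VPR1 (0.926 to 0.959 with any 1 library left out) and that in VPR5 1.14 times (1.09 to 1.18).

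**Figure D3:**
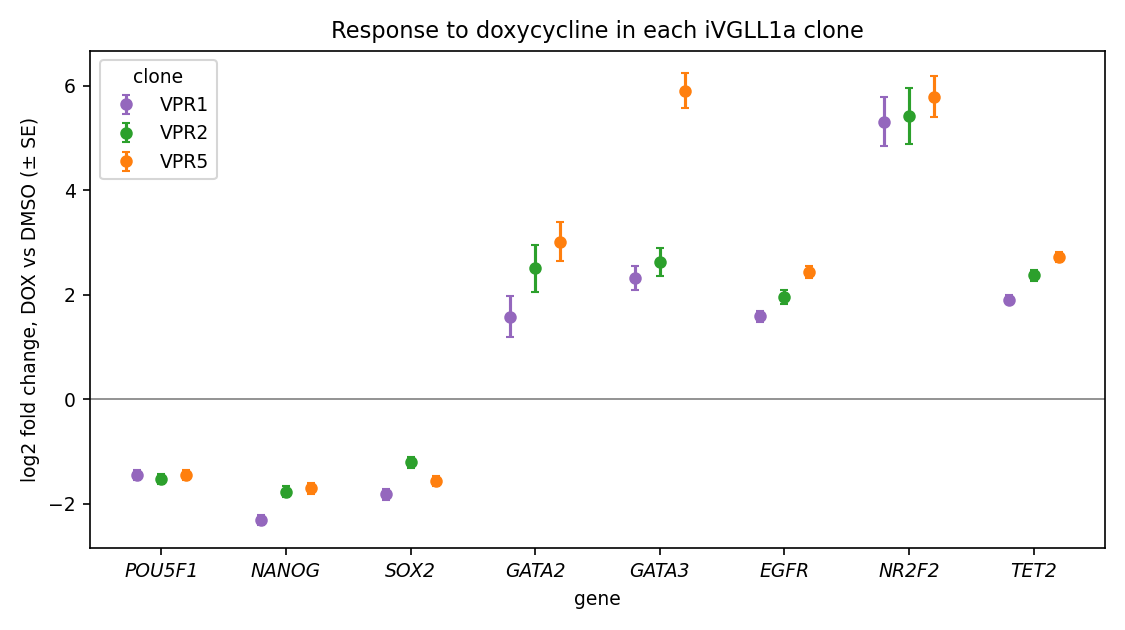
Log2 fold change (± standard error) of 8 genes in DOX against DMSO in each of the clones VPR1, VPR2 and VPR5. POU5F1 lay between −1.53 and −1.45 in the 3 clones, while GATA3 rose by 2.31, 2.62 and 5.90.

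The last comparison asked which genes moved in opposite ways with loss of VGLL1 and in DOX_IWP2 against DMSO, over 17245 genes tested in both experiments. Genes lower in shVGLL1 at day 4 and higher in DOX_IWP2 numbered 1592, against 1098 for independent lists (1.45 times, Fisher's exact test, one-sided p = 1.3e-89). Genes higher in shVGLL1 and lower in DOX_IWP2 numbered 1884, against 1353 (one-sided Fisher's exact p = 6.95e-96). The Fisher p-values of these overlaps, here and below, take genes as independent, which they are not. They do not measure the spread between lines or clones. The pairs that moved the same way in both were fewer than independent lists would give, 979 lower in both against 1298 and 784 higher in both against 1145, without a minimum change. Set beside DOX without IWP2, 1503 genes were lower in shVGLL1 and higher with DOX (1088 for independent lists) and 1757 the other way (1243), with 941 lower in both (1192) and 808 higher in both (1134). GATA2, GATA3, EGFR, ENPEP, NR2F2, ARID5B, WNT5A, WNT11, KDM6B, KDM1B and TET2 were among the 1592. For ENPEP, WNT5A, WNT11, KDM1B and TET2 the difference between both time courses passed as well. It did not pass for GATA2, GATA3, EGFR, NR2F2, ARID5B or KDM6B, and the call of KDM6B in DOX_IWP2 ended without clone VPR5. Of 35 genes named by the study, 12 were lower in shVGLL1 and higher in DOX_IWP2, counting VGLL1 itself, which both experiments targeted, 6 the other way, 6 lower in both and 5 higher in both, and 6 did not pass in at least 1 of the comparisons. Of the 12 of them in a WNT list, these numbers were 2, 0, 2, 4 and 4. TFAP2C (−0.86 and −1.91) and CCR7 (−3.92 and −1.61) were lower in both. At minimum changes of 1 in shVGLL1 and 0.5 in DOX_IWP2 on the log2 scale, 340 genes were lower with knockdown and higher in DOX_IWP2 (216.2 for independent lists), and 529 the other way (271.2). Genes lower in both were then also more than independent lists would give, 333 against 270.9 (one-sided Fisher's exact p = 4.45e-06), and 179 were higher in both, against 216.4. Genes called lower in shVGLL1 at day 0 overlapped those higher in DOX_IWP2 in 686 cases, against 683.4, and those lower in 865, against 807.9 (one-sided Fisher's exact p = 0.00295). Genes called higher at day 0 overlapped those higher in DOX_IWP2 in 828 cases, against 823.9, and those lower in 1038, against 974 (one-sided Fisher's exact p = 0.00218). In DOX_IWP2, CCR7 did not pass without clone VPR1 (−0.92, edgeR adjusted p = 0.0602).

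**Figure D4:**
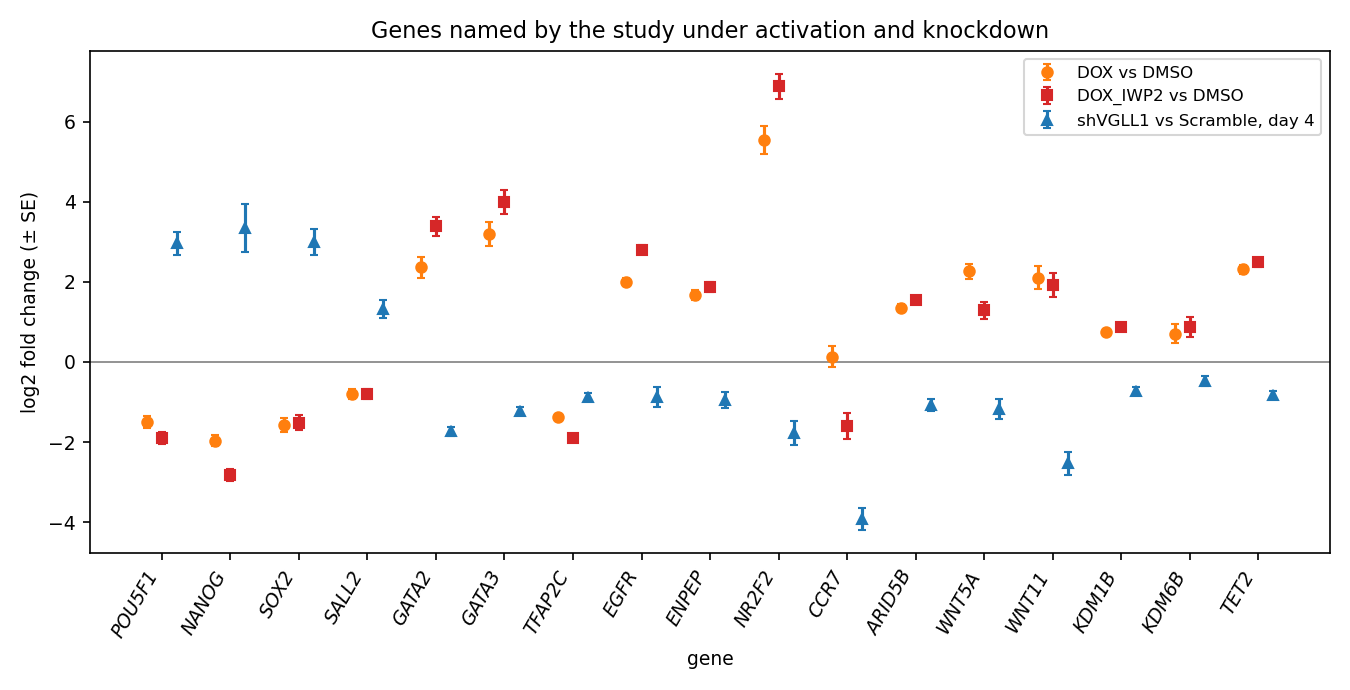
Log2 fold change (± standard error) of 17 genes that the study names, in DOX against DMSO, DOX_IWP2 against DMSO and shVGLL1 against Scramble at day 4. GATA3 was at 3.20, 3.99 and −1.23 and POU5F1 at −1.49, −1.90 and 2.96, while TFAP2C was lower in each, at −1.37, −1.91 and −0.86.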

Values the study reported

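The study reported 7,284 genes that differed between treated shVGLL1 and Scramble cells at an adjusted P below 0.05. It described 3,056 genes whose fall was blunted in shVGLL1 cells and 4,192 genes that rose on conversion to TE and were misregulated in them. In iVGLL1a cells it reported 6,530 genes that differed between DOX and DMSO, of which 3,053 were higher and 3,477 lower. It counted 528 genes that were lower in treated shVGLL1 cells and higher in iVGLL1a cells given DOX with IWP2.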

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

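The tests of a response in proportion to VGLL1, of doxycycline acting without VGLL1, of the VGLL1 transcript at day 0 and of differences between the lines were chosen only after the results were seen.

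With 10133585 total counts, VPR2_DMSO replicate C lay far below the other 7 DMSO libraries. It was 1 sample found in 18 tests of an arm and a measure, and chance flags about 1 in 20 groups. By a test of the difference itself, the effect of DOX differed between the 3 iVGLL1a clones in 9047 genes and that of DOX_IWP2 in 10730 genes. The change from day 0 to day 4 differed between sh6 and shEO3 in 4379 genes, and between shVGLL1 and Scramble in 5517 genes.

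Each comparison was also fitted with its libraries split in other ways into groups of the same sizes. Among single libraries chance can be excluded for DOX against DMSO. There 6341 genes were higher and 6553 lower, at most 4929 and 4951 in another split (1 of 100 splits as large, the real one). The same holds for DOX_IWP2 against DMSO (6371 and 7167, at most 6070 and 6070; 1 of 100) and DOX_IWP2 against DOX (2404 and 2167, at most 445 and 427; 1 of 100). It also holds for the change to day 4 in shVGLL1 (7146 and 7495, at most 4576 and 4576, 1 of 100). These splits take each library as a separate sample, which the labels do not state. With 3 clones or 2 shVGLL1 lines, groupings by clone or line are too few for a share under 0.05. For shVGLL1 against Scramble chance can be excluded among single libraries, but not among lines, since 3 lines with 1 Scramble line allow 3 groupings by line. The real values were 3378 and 3445 at day 4 (at most 2644 and 2515; 1 of 84), 2732 and 2785 for the difference between both changes (at most 2280 and 2216; 1 of 100), and 2439 higher (at most 2359; 1 of 84) and 2073 lower (at most 2860; 2 of 84) at day 0. The other split with most genes at day 4 and at day 0 set the 3 sh6 libraries against Scramble and shEO3 together, which points to a structure of the samples by line. For Scramble at day 4 against day 0 (6343 and 6995 genes, 0 and 0 in any other split) the 10 splits are too few for a share under 0.05.

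The first pattern weighed is the breadth of the response to DOX, which changed 10714 genes in VPR2 with VGLL1 at 1.68 CPM and 12257 in VPR1 with 48.9 CPM. Doxycycline acting on mitochondrial translation would raise ATF4 targets, but their median in DOX was −1.91. Without doxycycline the list also fell from day 0 to day 4, by a median of −2.26 in Scramble and −2.13 in shVGLL1. A rise due to doxycycline could be hidden under such a fall, so this median cannot decide. A response in proportion to the VGLL1 transcript would be far smaller in VPR2, but the median DOX effect in VPR2 was 0.938 of that in VPR1 (0.926 to 0.959 with any 1 library left out). Its genes were picked from the joint comparison, which favours genes with a like effect in each clone. Without that choice, over 17796 genes, the SD of the log2 changes in VPR2, noise included, was 0.966 of that in VPR1. Both values argue against proportion and leave open a response that is already full at a low level. With 0 libraries that had doxycycline and no VGLL1 guide, doxycycline or the activator acting without VGLL1 cannot be told apart from VGLL1 as the source of these changes.

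The second pattern is the difference between shVGLL1 and Scramble at day 0, before treatment. Loss of the VGLL1 transcript at day 0 would need a transcript to lose, but the highest VGLL1 count in a Scramble day 0 library was 1, which argues against it. Differences between separately derived lines would also part the knockdown lines, and 5739 genes differed between sh6 and shEO3 at day 0, in line with that explanation. As there was a single Scramble line, line and knockdown stay confounded, and action of the hairpins on other transcripts was not tested.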

How the results depend on the processing

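The alternatives of the effects by clone and between the shVGLL1 lines were chosen only after the data were seen. With DESeq2 size factors in edgeR, without the filter and with DESeq2, the counts of genes of the 8 comparisons stayed within 1.5 times their values. So did the overlap without the filter and with DESeq2, and the counts by clone and between shVGLL1 lines with DESeq2 size factors and without the filter. For shVGLL1 against Scramble at day 0, DESeq2 gave 2901 genes higher and 2166 lower. For the named genes, 4410 alternatives of 146 gene results gave 4340 on the same side of the threshold, 39 that no longer passed (32 of them with libraries summed), 25 that newly passed and 6 reversed. Depth limits genes near the floor of 3 counts, and summing leaves few residual degrees of freedom.

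With the study's minimum changes the genes higher and lower were 3772 and 4024 for DOX against DMSO, 4145 higher for DOX_IWP2 against DMSO, 673 and 852 for DOX_IWP2 against DOX, 1072 and 1269 for shVGLL1 against Scramble at day 4, 501 and 479 at day 0, 3421 and 4502 for Scramble over time, 3084 and 4443 for shVGLL1 over time and 1111 and 1238 for the difference. The overlap of genes lower in shVGLL1 and higher with DOX_IWP2 was then 340. A higher minimum passes fewer genes by construction. With libraries summed, edgeR called 71 and 208 genes for DOX_IWP2 against DOX, 265 and 486 at day 4, 3677 and 3899 for Scramble over time, 4710 higher for shVGLL1 over time and 6 and 16 for the difference. At day 0 edgeR called 0 and 0, against 798 and 764 at an unadjusted p of 0.05, with 2901 and 2166 by DESeq2 on single libraries. Fewer samples enter these fits.

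DOX_IWP2 against DOX gave 1510 and 1401 genes without VPR1, and 3394 lower with the arms compared alone. Without shEO3, day 0 gave 4694 and 3978 and the difference 4272 and 4195. With a group per line and day, day 0 gave 4141 and 3695. Of 88 list calls 8 were kept with an estimated correlation, and fry made 154 while ending 1 of the 88, mitochondrially encoded genes at day 0 (0.1513). With sums per clone and arm 4 ended, the TE and trophoblast progenitor (0.0924) and pluripotency (0.1086) lists in DOX_IWP2 against DOX, and naive pluripotency and TGF-beta and BMP at day 0 (both 0.0716). Signs turned for POU5F1 in DOX_IWP2 against DOX (0.0034 without VPR5), for SOX2 in the same comparison (−0.0157 without VPR1_DOX_IWP2 replicate C, −0.0092 without VPR2_DOX_IWP2 replicate C, range −0.0157 to 0.1665 with any 1 library left out, −0.30 without VPR1, −0.072 without VPR2) and for TFAP2C in the difference (0.0061 without shEO3). The cause was not tested.

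With any 1 library left out, the genes higher and lower ran from 6209 to 6665 and 6185 to 6597 for DOX, 6255 to 6552 and 6926 to 7193 for DOX_IWP2, and 2069 to 2509 and 1868 to 2297 for DOX_IWP2 against DOX. They ran from 2431 to 3531 and 2907 to 3554 at day 4, 1374 to 2579 and 1306 to 2239 at day 0, 6079 to 6395 and 6615 to 7023 for Scramble over time, 6949 to 7213 and 7261 to 7638 for shVGLL1 over time, and 2088 to 2841 and 2279 to 2859 for the difference. Genes that differed by clone ran from 8448 to 9168 and those between sh6 and shEO3 from 4478 to 6208. VGLL1 in shVGLL1 at day 4 stayed between −3.84 and −3.57.

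With the replicate letter as a replicate block, the counts were 6112 and 6312 for DOX, 6161 and 6900 for DOX_IWP2, 1987 and 1750 for DOX_IWP2 against DOX, 3157 and 3280 at day 4, 2108 and 1840 at day 0, 6245 and 6874 for Scramble over time, 7029 and 7404 for shVGLL1 over time and 2456 and 2570 for the difference. The libraries share only a letter: 11 of 25 and 6 of 18 correlated best with their own letter, with same-letter correlations of −0.0266 to 0.0388 and −0.1628 to 0.0645. VGLL1 stayed at −3.70 and the 88 list calls were kept. The block changed no call of a named gene.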

Other observations

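The clone contrasts and the tests of the place of replicate C of sh6_D4 and of shEO3_D4 were chosen only after the results were seen.

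Clone VPR5 differed from VPR1 and VPR2 without induction, in cells kept in DMSO for 4 days. No iVGLL1a library was taken before induction, so a trait of the clone cannot be told apart from a state of its culture. In DMSO it lay between −38.43 and −36.49 on the second principal component of the iVGLL1a libraries, against 8.43 to 13.06 in the other clones. Of 12 endoderm genes 11 were lower and 1 higher in VPR5 than in VPR1 in DMSO, with a median difference of −4.36, and the same counts held against VPR2. Of 16 mesoderm genes 13 were lower than in VPR1 and 11 lower than in VPR2. Of 22 proliferation genes 21 were higher than in VPR1 and 13 higher than in VPR2. Against these DMSO levels, 8 of the 12 endoderm genes rose and 1 fell with DOX in VPR5, while 1 rose and 8 fell in VPR1 and 1 rose and 9 fell in VPR2. In DOX 8 of the 12 endoderm genes were lower in VPR5 than in VPR1, with a median difference of −1.26, and 9 were lower than in VPR2. Proliferation genes fell with DOX in 21 of 22 cases in VPR5 and in 19 in VPR2, with 1 higher there, and in VPR1 10 fell and 10 rose. In DOX 21 were lower in VPR5 than in VPR1 and 19 lower than in VPR2.

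The histone demethylase KDM6B and the mesoderm regulators TBXT, MIXL1 and EOMES were also lower in VPR5 in DMSO. KDM6B stood at 49.9 CPM in VPR5, 104.2 in VPR2 and 156.3 in VPR1 in DMSO, and at 196.4, 152.1 and 146.2 in DOX. Its change with DOX was 1.98 ± 0.05 in VPR5 (edgeR adjusted p = 2.81e-43), 0.54 ± 0.06 in VPR2 (edgeR adjusted p = 1.34e-12) and −0.10 ± 0.05 in VPR1 (edgeR adjusted p = 0.0839). TBXT stood at 0.24 CPM in VPR5, 34.3 in VPR2 and 37.1 in VPR1 in DMSO, MIXL1 at 3.47, 187.7 and 71.8, and EOMES at 0.933, 106.6 and 58.4. In DOX TBXT reached 6.73, 42.4 and 61.4 CPM, MIXL1 32.9, 248.2 and 306.1, and EOMES 26.2, 196.5 and 202.6. The larger fold changes of these 3 mesoderm regulators in VPR5 thus came with lower levels than in both other clones in DMSO and in DOX. The fold of TBXT in VPR5 exceeded that in VPR1 by 4.01 ± 0.48 (edgeR adjusted p = 1.7e-07) and that in VPR2 by 4.42 ± 0.48 (edgeR adjusted p = 1.36e-07). With DOX_IWP2, POU5F1 stood at 73.2 CPM in VPR5 and 220.9 in VPR1, from 485.1 and 613.2 in DMSO, and its change lay 1.26 ± 0.14 lower in VPR5 (edgeR adjusted p = 3.88e-07). SOX2 there stood at 54.0 and 136.0 CPM, from 308.5 and 301.8, and its change lay 1.37 ± 0.14 lower (edgeR adjusted p = 2.35e-07).

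Replicate C of sh6_D4 stood apart from A and B on the first principal component of the shRNA lines, at 106.07 against 80.04 and 82.7, near shEO3_D4 at 116.84, 116.94 and 109.18 (A, B and C). Replicate C of shEO3_D4 also stood apart, by a chi-square per gene of 7.58 and 6.28 to A and B against 2.83 between them (14.3 and 13.0 against 3.66 in sh6_D4), and VGLL1 was at 9.54 CPM in sh6_D4 C and 9.36 in shEO3_D4 C. Over the 197 genes that part both lines at day 0, the place of sh6_D4 C was 0.0265, where 0 is sh6 and 1 is shEO3 (95% interval −0.094 to 0.131), which argues against an exchanged label, and against shEO3 RNA mixed into it, which would need at least 0.375. The place of shEO3_D4 C was −0.115, where 0 is shEO3 and 1 is sh6 (−0.248 to −0.00564), and sh6 RNA mixed into it would need at least 0.109, so that is argued against as well. The C libraries departed from their lines in opposite ways on this component, and no biological explanation was tested.

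The 9 tested genes within 500 kb of VGLL1 had a median change of −0.24 in DOX against DMSO (95% interval −0.694 to 0.346). By a rule set before the data were examined, spread of activation over most of this window was taken to give a median of at least 0.5. The interval leaves that out, and past the test 1 gene rose and 4 fell, so the values argue against such a broad spread. A median cannot decide on spread to single genes of the window. The values say nothing on the source of the rise in VGLL1 itself, which the guides target.

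The number of genes that differed between DOX and DMSO here was 12894 at an adjusted p of 0.05 alone, without the minimum log2 change of 0.5. That is higher than the value quoted from the study above, whose methods set that minimum. With it the number here was 7796. The number lower in treated shVGLL1 cells and higher with DOX_IWP2 here was 340 with the minimum log2 changes. That is lower than the value quoted from the study above. Without them it was 1592. That is higher than the value quoted from the study above. The sets are not alike. The legend of the study's list describes genes that were not up-regulated in shVGLL1 cells, while the numbers here are not limited to genes that rose on conversion. The study also stated its shVGLL1 genes at an adjusted P below 0.05, and whether a minimum change entered its shared list is not clear.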
